A study of Homo sapiens with 18 samples.

How the data were processed

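The series holds 18 CUT&RUN libraries of Kasumi-1 cells with Flag-tagged AML1-ETO, in 6 groups of 3 libraries by condition (control or miR-130a knockdown) and antibody (anti-ETO, anti-Flag or mouse IgG). Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, 200000 sorted cells were used per condition, fragments of 150 to 400 bp were selected, and libraries were sequenced as 75-bp reads from both ends at a planned depth of about 40 M reads.

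The 9 deposited files were interval lists in BED format with chromosome, start and end, and no header, score or p-value. Per the file names, 4 lists hold the peaks of anti-ETO or anti-Flag in one condition, 2 hold the peaks called by both antibodies in control or in knockdown (dual-antibody peaks), and 3 hold the shared, control-unique and knockdown-unique peaks made from those 2. The aligner, peak caller, threshold, use of the IgG libraries and handling of replicates are not stated in the labels or the files. The 4 single-antibody lists name no replicate and were treated as one list per group. How the calls were made can change every number here: a more permissive threshold or a deeper library lengthens a list, and a list that is longer in one condition creates unique peaks there.

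The minimum overlap behind the derived lists was inferred by rebuilding them with several minimums between 1 and 150 bp. An overlap of at least 100 bp came closest and gave all 3059 control-unique and all 4617 knockdown-unique intervals of the deposited lists, and 8725 of the 8731 shared intervals. It gave 12234 of the 12247 control and 13699 of the 13712 knockdown dual-antibody intervals. The deposited intervals were used as they stand.

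Neither the labels nor the files name the genome build. Gene positions came from the RefSeq gene table of GRCh38.p14. On all 23 chromosomes tested (1 to 22 and X), the share of merged regions within 1 kb of a protein-coding gene boundary was higher at the given coordinates (21.97% to 47.8%) than after shifts of 100000 or 1000000 bp either way (at most 12.4%). Gene names rest on this match of GRCh38, and no coordinates of the gene table are printed. Peak positions are those of the authors' lists, written with starts counted from 1.

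Intervals were compared with an overlap of at least 1 bp as the main rule, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. bedtools 2.31.1 gave the same counts for the 8 overlaps checked with both. Shares carry 95% Wilson intervals over peaks. Shares were compared with two-sided Fisher's exact tests, widths with two-sided permutation tests of medians (100000 resamples) and overlaps between antibodies with 1000 random placements on the same chromosome. P-values of families of 3 comparisons were adjusted by Benjamini-Hochberg. The lists give no read numbers, so the precision of a single call is unknown and no test over libraries was possible. The functions were tested on simulated lists of 2000 intervals with 1200 planted overlaps, of which 1200 were recovered, and 13 of 13 checks gave the planted answer.

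The groups, tests, named genes and most alternatives were fixed before the data were examined. Named peaks are the 3 widest of the shared, control-unique and knockdown-unique lists, since the lists carry no score. Named genes are a fixed list of 20: RUNX1, RUNX1T1, TBL1XR1, CEBPA, CEBPE, SPI1, GFI1, NFE2, CSF1R, MPO, KIT, CCND2, OGG1, UBASH3A, CD34, ID1, JAG1, LAT2, SELPLG and POU4F1. A gene counted as having a peak if one lay in its body or within 10 kb, and random lists were drawn from the genes ranked within 50 places of each listed gene by length, among 19974 protein-coding genes. The nearest gene of a named peak excludes pseudogenes.

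Several planned steps changed. The planned promoter comparison needs gene strands, which the table lacks, so peaks within 1 kb of either end of any of 59679 annotated genes were compared instead. The planned comparison of RUNX and other motifs was not run because no genome sequence was used here. Stricter thresholds were made by peak width in place of a score. The comparisons of control and knockdown lists of the same antibody, of the antibody behind each unique peak, of list combinations and of chromosomes were added after the lists were seen. Alternatives tried were other overlap rules, chromosomes 1 to 22 and X only, the wider 50% of each list, lists of equal length (also all 4 at one length, added after the data were seen), other ways of counting, and other boundary and flank distances.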

Results

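Binding of the AML1-ETO fusion protein was profiled by CUT&RUN in Kasumi-1, a human acute myeloid leukaemia cell line that carries the t(8;21) translocation joining RUNX1 (AML1) to RUNX1T1 (ETO). In CUT&RUN an antibody brings a nuclease to its target in permeabilised cells, and the DNA released around the bound sites is sequenced. The cells expressed AML1-ETO with a Flag tag, so the fusion was profiled with an antibody against ETO and, separately, with an antibody against Flag. Libraries with mouse IgG were also made in both conditions. Cells were sorted 3 days after transduction, either as control or with knock-down of the microRNA miR-130a. The comparison addressed whether the sites occupied by AML1-ETO differ after miR-130a knock-down. The 18 libraries fell into 6 groups of 3, given by condition and antibody, and each library was planned at about 40 M reads of 75 bp.

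The values analysed were peak positions. There was 1 list per antibody and condition for anti-ETO and anti-Flag, and the authors had derived 5 further lists from these 4. No list carried a peak height, a score or a value per library. The depth behind each call is therefore unknown, no spread between the 3 libraries of a group could be computed, and no IgG peak list was used here. The tests below compare lists of peaks, and their intervals cover counting error only. Peaks in one list are not replicates of a condition, so a small p-value does not show that a difference would recur in other libraries.

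The control anti-ETO list held 14264 peaks covering 8.97 Mb, with a median width of 461 bp. The knockdown anti-ETO list held 22594 peaks covering 15.0 Mb, with a median width of 453 bp. The number of anti-ETO peaks was thus 1.58 times as high after knockdown. The control anti-Flag list held 23162 peaks covering 13.5 Mb, and the knockdown anti-Flag list held 25961 peaks covering 13.2 Mb. For anti-Flag the ratio of knockdown to control was 1.12 for peak number and 0.975 for covered length, because the median width was 416 bp in control and 364 bp in knockdown.

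**Figure D1:**
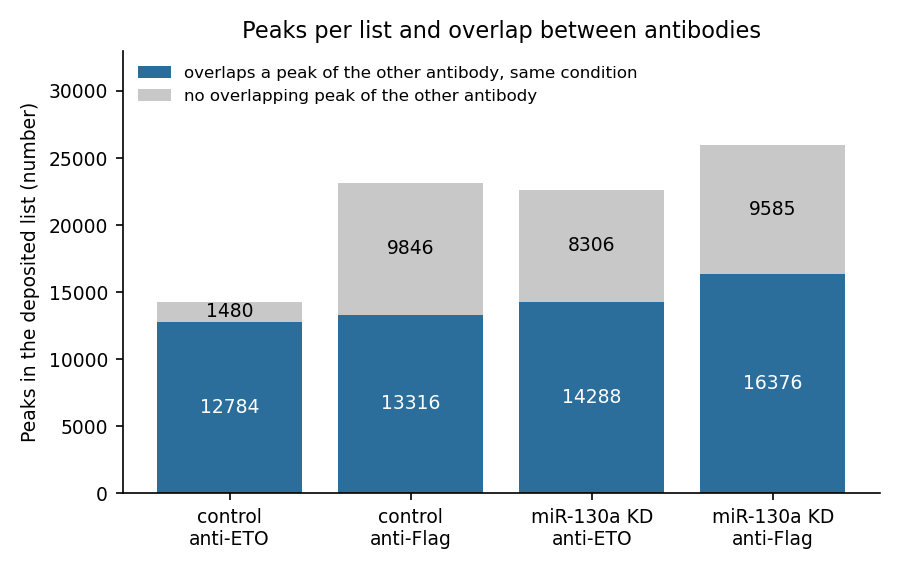
Number of peaks (y axis) in each of the 4 single-antibody lists (x axis), divided into peaks that overlap a peak of the other antibody in the same condition by at least 1 bp (blue) and peaks that do not (grey). The control anti-ETO list is the shortest and has 1480 peaks without a Flag peak, against 8306 in the knockdown anti-ETO list.

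The overlap of both antibodies shows how many sites of one fusion protein were called by each of them. In control, 12784 of the 14264 anti-ETO peaks overlapped an anti-Flag peak by at least 1 bp, a share of 89.6% (95% Wilson interval 89.1 to 90.1). Placing the anti-ETO peaks at random positions of their own chromosomes gave 212 ± 14.4 overlaps (SD over 1000 placements). In knockdown, 14288 of the 22594 anti-ETO peaks overlapped an anti-Flag peak, a share of 63.2% (62.6 to 63.9), against 432 ± 20.2 overlaps at random positions. No placement reached the observed number in either condition (one-sided permutation p = 0.001, the smallest that 1000 placements can give). Random positions ignore that peaks of both antibodies often lay near gene boundaries, meaning the starts or ends of genes, so this null sets a low bar. Open chromatin, which random positions ignore too, was not measured here.

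The share of anti-ETO peaks with an anti-Flag peak was lower in knockdown than in control (difference -26.4 percentage points, two-sided Fisher's exact test on peaks, p = 1.9e-748). Seen from anti-Flag, the share with an anti-ETO peak was 57.5% (56.9 to 58.1) in control and 63.1% (62.5 to 63.7) in knockdown, 5.59 percentage points higher in knockdown (Fisher's exact test, p = 1.3e-36). Among the alternatives, shortening all 4 lists to the length of the shortest by peak width moved the first difference most, to -11.2 percentage points. The second difference changed direction with the length of the lists, to -4.17 percentage points when the knockdown lists were shortened to the control lengths. It also changed direction with the full lists, to -6.15 percentage points, when an overlap of at least 50% of both peaks was required.

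For each antibody, control and knockdown lists were then compared directly. Of the control anti-ETO peaks, 12977 (91.0%, 90.5 to 91.4) overlapped a knockdown anti-ETO peak. Of the control anti-Flag peaks, 14390 (62.1%, 61.5 to 62.8) overlapped a knockdown anti-Flag peak. The share of control peaks found again in knockdown was therefore 28.8 percentage points higher for anti-ETO (Fisher's exact test, p = 1.2e-911). In the other direction, 55.7% (55.1 to 56.4) of knockdown anti-ETO peaks and 59.2% (58.6 to 59.8) of knockdown anti-Flag peaks overlapped a control peak of the same antibody. Which of these was the higher share also depended on list length: with the knockdown lists shortened, the share for anti-ETO exceeded that for anti-Flag by 10.5 percentage points. With the full lists and an overlap of at least 50% of both peaks, it did so by 4.13 percentage points.

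Merging the 4 lists gave 35622 regions. The largest class was the 8835 regions (24.8%) called in all 4 lists. The next was the 7945 regions (22.3%) called only by anti-Flag in knockdown, followed by 3683 called only by anti-ETO in knockdown and 3639 called only by anti-Flag in control. Only 497 regions were called by control anti-ETO alone.

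**Figure D2:**
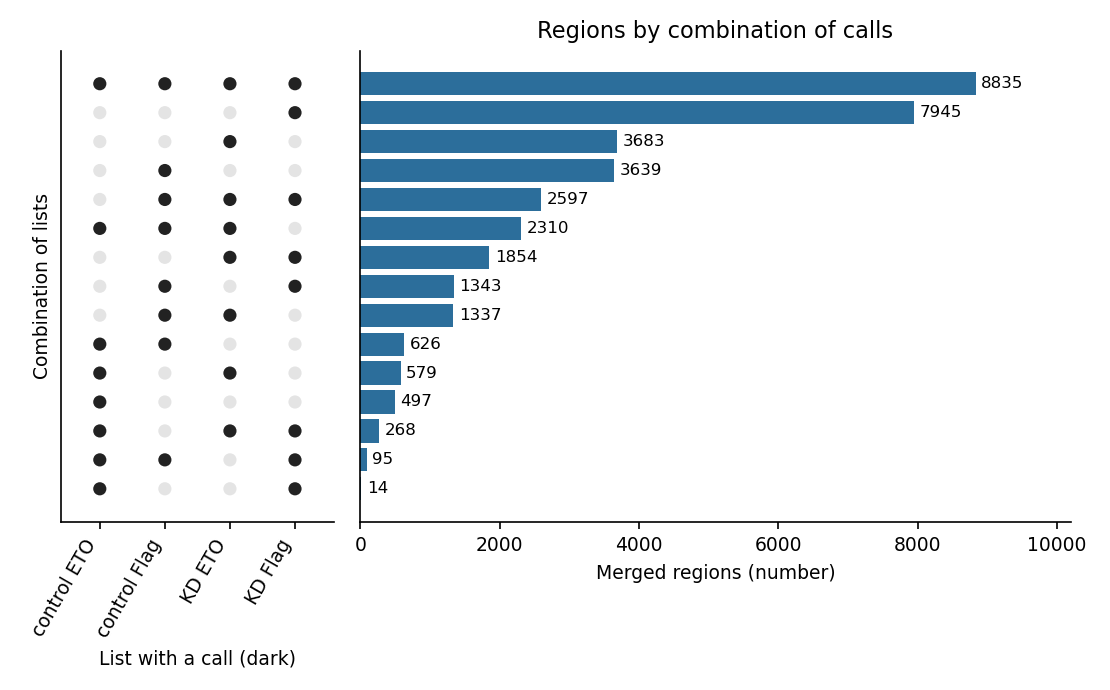
Number of merged regions (x axis of the right panel) for each combination of the 4 single-antibody lists; dark dots in the left panel mark the lists with a call. The 8835 regions called in all lists and the 7945 called only by anti-Flag in knockdown are the 2 largest classes.

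The authors reduced each condition to sites called by both antibodies, here termed dual-antibody peaks. Their deposited lists held 12247 dual-antibody peaks in control (median width 687 bp) and 13712 in knockdown (median width 727 bp), a ratio of 1.12. Of the control dual-antibody peaks, 9199 (75.1%, 74.3 to 75.9) overlapped a knockdown dual-antibody peak by at least 1 bp, and 3048 did not. Of the knockdown dual-antibody peaks, 9115 (66.5%, 65.7 to 67.3) overlapped a control one, and 4597 did not. The authors' deposited shared, control-unique and knockdown-unique lists held 8731, 3059 and 4617 peaks. Knockdown-unique peaks outnumbered control-unique peaks by 1549 in the 1-bp count. This direction depended on the lengths of the lists: with both knockdown lists shortened to the control lengths by width, 2416 knockdown-unique and 4193 control-unique peaks were found. With all 4 lists shortened to the length of the shortest, the numbers were 2107 and 3250. The share found in the other condition was likewise lower for knockdown than for control dual-antibody peaks as deposited, and 10.6 percentage points higher with the knockdown lists shortened.

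A dual-antibody peak is absent from the other condition when either antibody lacks a call there, so the unique peaks were compared with the single-antibody lists of the other condition. Of the 3059 control-unique peaks, 2345 (76.7%, 75.1 to 78.1) overlapped an anti-ETO peak in knockdown, and 158 (5.17%, 4.44 to 6.01) overlapped an anti-Flag peak in knockdown. Of the 4617 knockdown-unique peaks, 315 (6.82%, 6.13 to 7.59) overlapped an anti-ETO peak in control, and 2588 (56.1%, 54.6 to 57.5) overlapped an anti-Flag peak in control. Where exactly 1 antibody had a call in the other condition, it was anti-ETO for 2284 of 2381 control-unique peaks (95.9%) and for 269 of 2811 knockdown-unique peaks (9.57%), a difference of 86.4 percentage points (Fisher's exact test, p = 4.4e-1003). A call by neither antibody in the other condition was found for 617 control-unique peaks (20.2%, 18.8 to 21.6) and 1760 knockdown-unique peaks (38.1%, 36.7 to 39.5). The share with a call by either antibody was 79.8% for control-unique and 61.9% for knockdown-unique peaks, a difference of -17.9 percentage points for knockdown-unique peaks (Fisher's exact test, p = 2.4e-64). This difference changed direction, to 13.8 percentage points, with the knockdown lists shortened to the control lengths, and was -8.71 with all 4 lists of one length.

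Over all dual-antibody peaks of the control, 94.2% had an anti-ETO call and 75.3% an anti-Flag call in knockdown, and 617 (5.04%) had neither. Over all dual-antibody peaks of the knockdown, 68.1% had an anti-ETO call and 85.2% an anti-Flag call in control, and 1760 (12.8%) had neither.

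**Figure D3:**
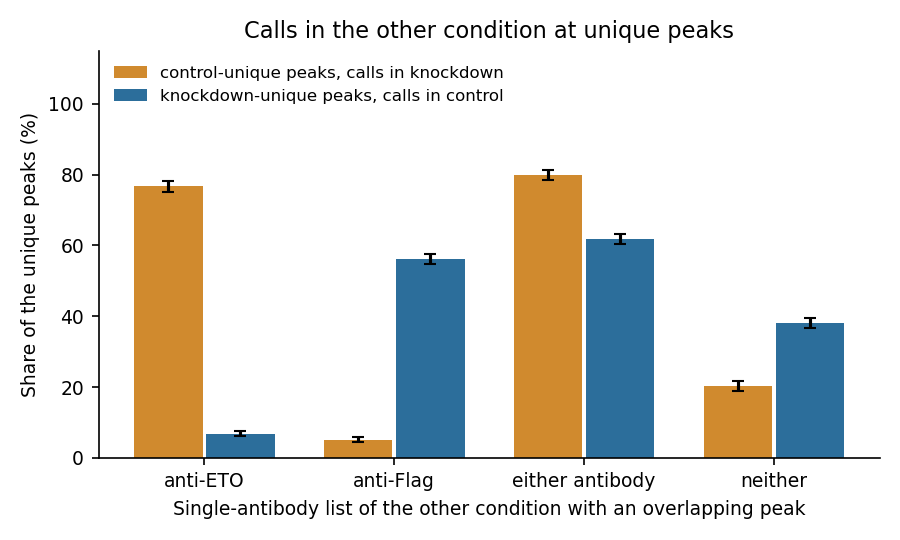
Share (y axis, with 95% Wilson intervals) of the 3059 control-unique peaks (orange) and 4617 knockdown-unique peaks (blue) with a call in the other condition by anti-ETO, anti-Flag, either antibody or neither (x axis). Control-unique peaks mostly kept an anti-ETO call (76.7%), while knockdown-unique peaks mostly had an anti-Flag call in control (56.1%).

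Median width was 1047 bp for the deposited shared peaks, 470 bp for control-unique and 517 bp for knockdown-unique peaks. A shared interval joins the calls of both conditions, which widens it by construction. Within one condition's own dual-antibody intervals, the unique peaks were still narrower than those found in the other condition, with differences in median of -341 bp in control and -394 bp in knockdown. The differences from the shared list were -577 bp for control-unique and -530 bp for knockdown-unique peaks, and knockdown-unique peaks were 47.0 bp wider than control-unique peaks. All 3 differences had an adjusted p of 1e-05 (two-sided permutation test of medians, Benjamini-Hochberg over 3 comparisons), the smallest that 100000 resamples can give.

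Peak centres were then set against gene positions of GRCh38, the build inferred from the peak coordinates. The gene table carries no strand, so starts and ends of genes are pooled as gene boundaries, and promoters were not told apart from gene ends. Of the shared peaks, 5261 (60.3%, 59.2 to 61.3) lay within 1 kb of a gene boundary, 28.8% lay elsewhere inside a gene and 10.96% lay outside genes. Of the control-unique peaks, 1725 (56.4%, 54.6 to 58.1) lay within 1 kb of a boundary. Of the knockdown-unique peaks, 1477 (32.0%, 30.7 to 33.4) did so, while 47.0% lay elsewhere inside a gene and 21.0% outside genes. The share near a boundary was lower in knockdown-unique than in shared peaks (difference -28.3 percentage points, odds ratio 0.310, Fisher's exact test, adjusted p = 7.4e-215). It was also lower than in control-unique peaks (difference -24.4 percentage points, odds ratio 0.364, Fisher's exact test, adjusted p = 9.1e-100). Control-unique and shared peaks differed by -3.87 percentage points (odds ratio 0.853, Fisher's exact test, adjusted p = 0.000199, Benjamini-Hochberg over 3 comparisons). Widening the boundary to 2.5 kb moved the first difference most, to -19.5 percentage points, and the second to -13.5. Keeping the wider 50% of each list moved the third most, to -11.7 percentage points. With the knockdown lists shortened to the control lengths the third was -1.49 percentage points and no longer passed the threshold (Fisher's exact test, p = 0.118).

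Peaks were spread unevenly over the chromosomes. Chromosome 19 held 793 knockdown-unique peaks (17.2%), 218 control-unique peaks (7.13%) and 1013 shared peaks (11.6%). Chromosome 17 held 625 knockdown-unique peaks (13.5%) and 179 control-unique peaks (5.85%). Chromosome 2 held 102 knockdown-unique peaks (2.21%) and 192 control-unique peaks (6.28%). On the 4 chromosomes with the most protein-coding genes per Mb, which were 19, 17, 11 and 16, lay 47.1% (45.7 to 48.5) of knockdown-unique, 21.97% (20.5 to 23.5) of control-unique and 34.1% (33.1 to 35.1) of shared peaks.

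**Figure D4:**
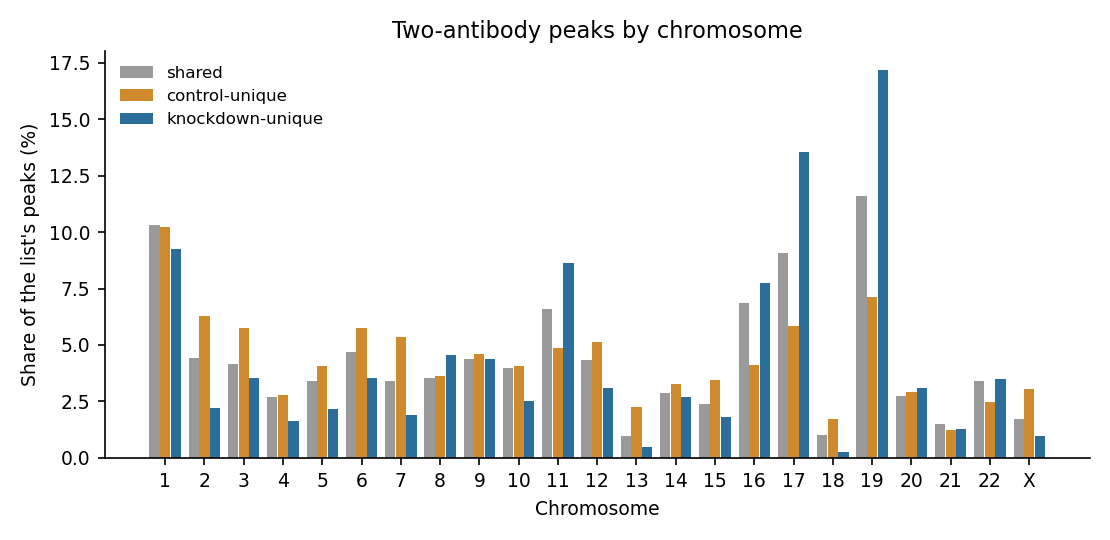
Share of each list's peaks (y axis) on chromosomes 1 to 22 and X (x axis) for the authors' shared (grey), control-unique (orange) and knockdown-unique (blue) lists. Knockdown-unique peaks reach 17.2% on chromosome 19 and 13.5% on chromosome 17, against 7.13% and 5.85% of control-unique peaks.

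The 3 widest shared peaks lay in or across BAHCC1 (chromosome 17, 81419878 to 81430913), FAM99A (chromosome 11, 1666740 to 1677596) and IGF2BP3 (chromosome 7, 23469742 to 23477607), and each was called in all 4 single-antibody lists. The 3 widest control-unique peaks overlapped ATP6V1A and NAA50 (chromosome 3, 113745126 to 113747954), KLF12 (chromosome 13, 74133762 to 74135861) and LOC105375836 (chromosome 8, 53176579 to 53178491). Each had a knockdown anti-ETO call and no knockdown anti-Flag call. The 3 widest knockdown-unique peaks all lay on chromosome 8, at ZNF623 (143649463 to 143656574 and 143639577 to 143644064) and LOC105375798 (143620362 to 143626001). Each had a control anti-Flag call and no control anti-ETO call. Positions count from 1.

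A list of 20 genes, chosen for their links to AML1-ETO or to myeloid cells, was compared with random gene lists matched on gene length. Counting peaks in the gene body or within 10 kb, 16 of the 20 genes had a control dual-antibody peak, against a mean of 8.63 in 10000 random lists (percentile 99.96). A knockdown dual-antibody peak was found for 15 genes, against a mean of 7.72 (percentile 99.955). Within 50 kb, 16 genes had a peak in each condition, against means of 11.7 in control (percentile 97.6) and 10.5 in knockdown (percentile 99.4). These percentiles describe the lists and are not tests of conditions. The random genes were matched on length only, and not on expression or open chromatin. A high percentile therefore does not show that the peaks are specific to genes linked to AML1-ETO. A window can reach into neighbouring genes, which limits the assignment of a peak to the named gene.

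RUNX1 had 11 control and 9 knockdown dual-antibody peaks, with 8 peaks in the shared list and 2 control-unique ones on chromosome 21 (34808245 to 34808781 and 34892086 to 34892865). The second of these kept an anti-ETO call in knockdown, and the first had no knockdown call. CD34 had 1 control-unique peak (chromosome 1, 207890520 to 207891167), also with an anti-ETO call in knockdown, and was the only listed gene with a control but no knockdown dual-antibody peak. ID1 had 2 control-unique peaks and SELPLG had 1. Knockdown-unique peaks were found at OGG1 (3 peaks), SPI1 (1 peak, chromosome 11, 47361095 to 47361402) and KIT (1 peak, chromosome 4, 54657596 to 54658223). The KIT peak also had an anti-ETO call in control, and 2 of the 3 OGG1 peaks had an anti-Flag call in control. At TBL1XR1, the knockdown anti-ETO list held 1 peak, the other 3 single-antibody lists held 0 and neither dual-antibody list held a peak. RUNX1T1, CEBPE and POU4F1 had no peak in any of the 4 single-antibody lists.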

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

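The mitochondrial test and the reading of control-unique regions with shortened knockdown lists were chosen after the result was seen; the other tests were fixed before their results were computed, on patterns already noticed in the same data.

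The antibody behind the unique peaks differed between the conditions. Where 1 antibody had a call in the other condition, the share of those calls made by anti-ETO was 86.4 percentage points higher for control-unique than for knockdown-unique peaks. Put as sites, control-unique peaks mostly lost the Flag call while keeping ETO, and knockdown-unique peaks mostly gained an ETO call at sites that Flag had called already. Fisher's exact test of this difference compares lists, and libraries could not be permuted. With both knockdown lists shortened to the control lengths by width, the share of control-unique regions with a knockdown ETO call alone fell from 74.7% to 41.9%, which stayed above the 15.3% with a Flag call alone. So longer knockdown lists may account for part of the control-unique pattern and not for all of it. For knockdown-unique regions this setting decides nothing, because it leaves the control lists as they are: 64.6% had a control Flag call alone and 6.21% a control ETO call alone. With all 4 lists shortened to the length of the shortest, 65.7% (64.1 to 67.3) of control-unique regions had a knockdown ETO call alone and 4.98% (4.29 to 5.79) a Flag call alone. In the same setting, 44.2% (42.1 to 46.3) of knockdown-unique regions had a control Flag call alone and 17.4% (15.8 to 19.0) an ETO call alone. Unequal list lengths are thus argued against as the whole cause of either part, as far as width can rank the peaks. The minimum overlap is not enough either: with gaps of up to 500 bp allowed, 18.4% of control-unique peaks had a knockdown Flag call and 19.8% of knockdown-unique peaks a control ETO call, where over 50% would be needed. Weak calls near the peak threshold may contribute and cannot be told apart from a change in binding with positions alone. Control Flag peaks at control-unique sites sat at a median width percentile of 46.3 within their list, against 72.2 at shared sites, and knockdown ETO peaks at knockdown-unique sites at 40.0, against 76.1. These values met the criterion set beforehand for weak calls, a percentile under 50 against over 50 at shared sites. They are still not taken as deciding the question, because wider peaks also overlap others more easily. The antibody called in both conditions gave values both ways: control ETO peaks at control-unique sites sat lower than the Flag peaks there, at 34.3, while knockdown Flag peaks at knockdown-unique sites sat higher than the ETO peaks there, at 54.3. Depth, threshold and background of each antibody's libraries stay open, as does an effect of the knockdown, and none of these was tested.

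The antibodies also differed in how many control peaks were found again after knockdown, by 28.8 percentage points (91.0% for anti-ETO, 62.1% for anti-Flag). Both antibodies recognise the tagged fusion, so a loss of occupancy alone would lower both shares at the same sites. The shares above cover different sites, since 9846 of the 23162 control anti-Flag peaks had no anti-ETO peak. At the same sites, the 12247 control dual-antibody peaks, 94.2% had an anti-ETO and 75.3% an anti-Flag call in knockdown. The knockdown anti-ETO list was 1.58 times as long as its control, which raises the chance of finding a control peak again. With the knockdown lists shortened to the control lengths, the difference over all control peaks was 18.1 percentage points. With all 4 lists of one length it was 14.9, so list length may account for part of it and not for all. Neither setting matches the sites of the antibodies. Untagged AML1-ETO, which anti-ETO would also recognise, and background of the anti-Flag libraries, were not tested.

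The knockdown anti-ETO list was the only one of the 4 single-antibody lists with peaks on the mitochondrial chromosome. It held 2 there, and the wider spanned 15932 bp (positions 621 to 16552). Neither lies in a dual-antibody list. Comparisons of the anti-ETO lists include both peaks, and leaving them out changed that list to 22592 peaks and the difference in the share of ETO peaks with Flag by less than its printed precision. More mitochondrial DNA in all knockdown libraries cannot be told apart from a trait of the anti-ETO libraries: the knockdown anti-Flag list held 0 mitochondrial peaks, but its threshold is not known. No biological explanation was tested.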

How the results depend on the processing

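No paired analysis was possible because the lists hold one set of peaks per antibody and condition and cannot be split by replicate. Leaving out each replicate was not run for the same reason. The motif alternatives, the promoter window of unequal sides and the transcript-start window for the gene list were not run either, for lack of a genome sequence and of gene strands.

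Over 29 results, 176 values were computed under an alternative. Of these, 138 kept their direction and their side of the threshold, or stayed within the tolerance set for a count or share, while 26 counts or shares moved, 11 values reversed and 1 tested difference lost significance. Fisher's tests on so many peaks pass the threshold easily, so the sizes below say more than the p-values. Applying the length settings to results other than those planned was chosen after seeing the data, as were all alternatives for the 3 reversed differences in shares of Flag, knockdown and dual-antibody peaks. The same holds for all alternatives for the share of one-antibody calls made by anti-ETO and for the share of control peaks found again in knockdown.

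List length reversed 5 results. The surplus of knockdown-unique over control-unique peaks was 1549 with the deposited dual-antibody lists and between 1211 and 1692 under the overlap rules and with rebuilt lists. With both knockdown lists shortened by width to the control lengths it was -1777, with 2416 knockdown-unique and 4193 control-unique peaks. With the deposited lists these numbers were 4597 and 3048. With all 4 lists shortened to the shortest, which shortens the control Flag list too, the surplus was -1143, with 2107 knockdown-unique peaks. The share of dual-antibody peaks found in the other condition, knockdown minus control, went from -8.64 percentage points to 10.6 with the knockdown lists shortened and 8.45 with all 4 at one length. For Flag peaks with an ETO peak, knockdown minus control, it went from 5.59 to -4.17 and -3.996, and for knockdown peaks found in control, anti-ETO minus anti-Flag, from -3.50 to 10.5 and 6.997. An overlap of at least 50% of both peaks also reversed these last differences, to -6.15 and 4.13, and the cause was not tested.

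The share of unique peaks with a call by either antibody in the other condition, knockdown-unique minus control-unique, was 13.8 percentage points with the knockdown lists shortened (71.5% and 57.7%), against -17.9 as deposited. With all 4 at one length it kept its direction at -8.71, with 71.2% for control-unique peaks, and 8753 knockdown ETO peaks had a Flag peak, against 14288. Shortening a list by its construction lowers the calls in it, and ranking by width assumes that wider peaks are stronger, which the lists cannot show. Whether knockdown gained more sites than it lost therefore rests on the lengths of the lists as called.

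Keeping the wider 50% of each single-antibody list left 7132, 11581, 11297 and 12980 peaks in the control ETO, control Flag, knockdown ETO and knockdown Flag lists, by construction. ETO peaks shared with Flag then numbered 6369 in control and 7285 in knockdown, against 12784 and 14288 with the full lists. Dual-antibody peaks shared between conditions numbered 4634 (9199 with the full lists), control-unique peaks 1586 (3048), knockdown-unique peaks 2536 (4597) and their surplus 950. The share of unique peaks with a call by either antibody in the other condition was 64.0% for knockdown-unique and 81.5% for control-unique peaks.

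Requiring an overlap of at least 50% of both peaks gave 9336 ETO peaks shared with Flag in knockdown, against 14288, and 4695 control-unique peaks, against 3048. As a stricter rule it also lowered the share with either call to 39.5% for knockdown-unique and 60.4% for control-unique peaks. Requiring 50% of the shorter peak gave 59.7% and 78.3%, and allowing gaps of up to 500 bp gave 71.1% and 84.9%. The rule of at least 100 bp, chosen after seeing the data, moved no result beyond its tolerance. Leaving out the mitochondrial chromosome changed 2 peaks. The share of one-antibody calls made by anti-ETO differed between the unique lists by 64.4 to 88.3 percentage points over its 8 alternatives. All 8 were chosen after seeing the data. The lowest value came with the knockdown lists shortened to the control lengths, and all 4 lists at one length gave 64.7. The gene-boundary share of knockdown-unique peaks stayed lower than that of shared peaks under all 7 alternatives, by between -33.8 and -19.5 percentage points. The difference between control-unique and shared peaks was -3.87 percentage points and ranged from -1.49, which no longer passed the threshold, with the knockdown lists shortened, to -11.7 with the wider 50% of each list, with -7.58 for any base of the peak and -5.94 within 2.5 kb. The difference between knockdown-unique and control-unique peaks was -24.4 percentage points and -13.5 within 2.5 kb.

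The depth of each library and the height of each peak are unknown here. This limits the list lengths, the unique peaks and every share built on them, since a call that narrowly misses a threshold counts the same as an empty site.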

Other observations

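For the windows of 1 Mb, the tests of list length and of background in the Flag libraries were chosen after the result was seen; the other tests were fixed before their results were computed, on patterns already noticed in the same data.

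Knockdown-unique peaks lay near a gene boundary less often than shared peaks (32.0% against 60.3%). An uneven spread over chromosomes is argued against as the whole cause: stratified by chromosome, the Mantel-Haenszel odds ratio was 0.324, and the share was lower on 23 of 23 chromosomes. A difference in peak width is argued against as well, with an odds ratio of 0.302 when stratified by deciles of width. Sites that only Flag had called in control are not the whole cause either, because 29.9% of the 1760 knockdown-unique peaks with no control call lay near a boundary. The share was also 29.9% for the 2542 with a control Flag call alone, and 61.3% (55.4 to 67.0) for the 269 with a control ETO call alone. Over the whole control anti-Flag list, 59.9% of peaks with an ETO peak and 28.4% of those without one lay near a boundary. A candidate explanation is that anti-ETO in control was called mainly at promoter-like sites and that knockdown calls reach a class of sites away from gene boundaries. Whether that class reflects binding or background was not tested, and GC content could not be tested without a genome sequence.

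Knockdown peaks were concentrated in some stretches of the genome. In the 20 windows of 1 Mb with the most control Flag peaks, which lie on 6 chromosomes, the knockdown anti-Flag list had 20.8% of its peaks (20.3 to 21.3) and the control anti-Flag list 13.7% (13.2 to 14.1). Each of the 20 windows had more knockdown than control Flag peaks. The windows held a median of 36 protein-coding genes (23 to 74), against 7 over the 1851 windows with a control Flag peak. They held 1012 knockdown-unique peaks (21.9%) and 72 control-unique peaks (2.35%). The densest were chromosome 17 from 81 to 82 Mb (296 control and 446 knockdown Flag peaks) and chromosome 8 from 143 to 144 Mb (252 and 393), which holds the 3 widest knockdown-unique peaks. List length is argued against, since the knockdown list shortened to the control length kept a share of 21.3%. Broad regions split into several peaks explain part at most: with peaks under 1 kb apart joined, the knockdown share stayed 5.00 percentage points higher. The share for anti-ETO rose too, from 9.04% (8.58 to 9.52) to 11.7% (11.3 to 12.1). This rise does not decide on background of the Flag libraries alone, which stays open. The knockdown anti-ETO list was 1.58 times as long as its control and was not shortened for this comparison. Background or digestion that differed between all control and all knockdown libraries would be confounded with the condition and stays open, beside an effect of the knockdown.

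The same tendency appeared by chromosome. The 4 most gene-dense chromosomes held 35.6% (35.0 to 36.2) of control and 44.3% (43.7 to 44.9) of knockdown Flag peaks. Copy number of the cell line alone is argued against by the design, because both conditions share one line. The shares restate the pattern and are no further test of it. Copy number together with a depth or threshold that differed between conditions stays open. Across the 23 chromosomes, the log2 ratio of knockdown-unique to control-unique peaks rose with protein-coding genes per Mb (Spearman's rho 0.71, permutation p = 0.00017; Pearson's r 0.69, permutation p = 6e-05, the only relation of this kind computed). Without chromosomes 19 and 17, the farthest from the median density, r was 0.75 and rho 0.62. Chromosomes are not replicates of a condition. One hypothesis is that knockdown-unique calls follow gene-dense chromosomes and regions. Gene density is not separated here from open chromatin or GC content, neither of which was measured. The hypothesis does not extend to gene boundaries: 32.0% of knockdown-unique peaks lay near one, against 60.3% of shared and 56.4% of control-unique peaks.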
